# Migration arrest of chemoresistant leukemia cells mediated by MRTF-SRF pathway

**DOI:** 10.1186/s41232-020-00127-6

**Published:** 2020-07-06

**Authors:** Maho Morimatsu, Erika Yamashita, Shigeto Seno, Takao Sudo, Junichi Kikuta, Hiroki Mizuno, Daisuke Okuzaki, Daisuke Motooka, Masaru Ishii

**Keywords:** In vivo imaging, Microscopic imaging, Leukemia, Bone marrow, Cell migration, Cell motility, Chemoresistance, Cancer therapy, Serum response factor (SRF)

## Abstract

**Background:**

Dormant chemotherapy-resistant leukemia cells can survive for an extended period before relapse. Nevertheless, the mechanisms underlying the development of chemoresistance in vivo remain unclear.

**Methods:**

Using intravital bone imaging, we characterized the behavior of murine acute myeloid leukemia (AML) cells (C1498) in the bone marrow before and after chemotherapy with cytarabine.

**Results:**

Proliferative C1498 cells exhibited high motility in the bone marrow. Cytarabine treatment impaired the motility of residual C1498 cells. However, C1498 cells regained their migration potential after relapse. RNA sequencing revealed that cytarabine treatment promoted MRTF-SRF pathway activation. MRTF inhibition using CCG-203971 augmented the anti-tumor effects of chemotherapy in our AML mouse model, as well as suppressed the migration of chemoresistant C1498 cells.

**Conclusions:**

These results provide novel insight into the role of cell migration arrest on the development of chemoresistance in AML, as well as provide a strong rationale for the modulation of cellular motility as a therapeutic target for refractory AML.

## Background

Chemotherapy with metabolic antagonists, such as cytarabine (cytosine arabinoside), has been widely used for the treatment of acute myeloid leukemia (AML) for more than 40 years [1–3]. Nevertheless, even high doses of cytarabine result in disease remission in only 40% of AML patients due to the development of chemoresistance [4, 5]. Chemoresistant AML cells interact with various cell types in the bone marrow (BM), including endothelial cells, osteoblasts, and stromal cells, and these interactions are believed to play essential roles in the development of resistance [6]. Furthermore, compared to T cell acute leukemia cells, AML cells interacted extensively with the BM microenvironment in an MLL-AF9-driven AML mouse model [7, 8]. In vivo studies led to the identification of several candidate molecules with important roles in the interaction between AML cells and BM microenvironment components [9–13].

On the other hand, another study suggested that AML cell migration did not depend on interactions with ligands found in the BM stroma [7]. These contradictive findings highlight the complexity of the mechanisms underlying the interactions between AML cells and BM microenvironment components. The identification of the key BM components that regulate AML chemoresistance remains a significant unmet need in the treatment of AML. Moreover, characterization of the exact localization and movements of chemotherapy-resistant AML cells within the BM is of high importance for a better understanding of the mechanisms underlying resistance.

Herein, we provide further insight into the behavior of chemoresistant AML cells in vivo with evidence from intravital time-lapse bone imaging. We further identify the key molecular mechanisms of migration arrest and chemoresistance development in AML cells.

## Methods

### Mice

C57BL/6 J mice were purchased from Crea Japan Inc. (Tokyo, Japan). Female mice (8–10 weeks of age) were used unless stated otherwise. The number of animals used per group in each experiment is provided in the corresponding figure legend. All mice were maintained under specific pathogen-free conditions, and the Institutional Animal Care and Use Committee of Osaka University approved all procedures involving animals.

### Cells

C1498 cells were purchased from American Type Culture Collection. The green fluorescent protein (GFP) coding sequence was cloned in a pMYs retroviral vector (Cell Biolabs, Inc.). The recombinant virus was produced using the Platinum-E retroviral packaging cell line, Ecotropic (Cell Biolabs, Inc.), which was transfected using PEI MAX (Polysciences, Inc.). C1498 cells were stably transduced using the recombinant retrovirus, grown in DMEM (no glucose or sodium pyruvate, with l-glutamine; Nakalai Tesque, Inc.) supplemented with 10% fetal bovine serum (FBS). Successfully transduced cells were selected by cell sorting and expanded as single-cell clones. One clone was selected for each transfected cell line (C1498-EGFP). C1498-EGFP cells were maintained in DMEM supplemented with 10% FBS and 1% penicillin-streptomycin at 37 °C in a humidified atmosphere containing 5% CO_2_.

### Animal models

The AML syngeneic mouse model was generated by intravenously injecting 2.0 × 10^6^ C1498-EGFP cells resuspended in 100 μL of phosphate-buffered saline (PBS) in C57BL/6 J mice.

### Treatment of mice

AML mice were treated with high-dose cytarabine chemotherapy. Twenty micrograms of cytarabine (Tokyo Chemical Industry Co., Ltd.) dissolved in 200 μL PBS was injected intraperitoneally at days 19 and 20 after C1498-EGFP cell injection for intravital imaging; for survival analysis, chemotherapy was administered at days 14 and 15. In addition to cytarabine, some mice also received CCG-203971. For imaging, 200 μg of CCG-203971 dissolved in 50 μL DMSO solution was intraperitoneally injected at day 18, and twice per day at days 19 and 20. For survival curve analysis, 200 μg of CCG dissolved in 50 μL DMSO was administered at day 13, and twice per day at days 14 and 15.

### Intravital imaging

Intravital two-photon imaging was performed as previously described [14–17]. Imaging was performed using a Nikon upright two-photon microscope (A1RMP) and a laser (Chameleon Vision II Ti: Sapphire; Coherent) at 880 nm; for imaging, a ×25 water immersion objective (APO, N.A. 1.1; Nikon, Tokyo, Japan) was used. Raw images were processed to construct 3D images and maximum intensity projections (MIP) using the Imaris software v9.2.1 (Bitplane). Detection of bone tissues was achieved by second harmonic generation (SHG). And blood vessels were visualized by intravenously injecting Isolectin GS-IB4 from *Griffonia simplicifolia*, Alexa Fluor® 594 conjugate (50 μg/mL; Thermo Fisher).

### Image quantification

The distance between the AML cells and the bone or blood vessels was analyzed using the Imaris software. AML cells were defined as spots with a diameter of 10 μm using the 3D images. The surface of the bones and blood vessels was identified in the same 3D image and transformed to distance gradients. Subsequently, the intensities of the distance gradients of the spots were calculated. We analyzed the displacement area of AML cells by calculating IoUs (intersection over union). Initially, all frames (green channels) of MIP images from each experiment were combined, and thresholds were calculated by the Otsu method. These thresholds were used to distinguish cellular regions from the background. Denoising of the resulting binary images was performed by applying median filters. Finally, we calculated the IoUs between the cell regions of successive frames. To calculate the mean migration speed, we defined AML cells as estimated spots with a diameter of 10 μm from the MIP image; the spot trajectories were automatically analyzed.

### Sorting AML cells

First bone marrow cells were collected from femur, tibia, and pelvis from three untreated and three cytarabine-treated mice 21 days after AML cell injection. The bone marrow cells were blocked with anti-CD16/32 antibody (553141; BD Biosciences) for 5 min and stained with PE conjugated anti-CD49b antibody (553858; BD Biosciences) for 30 min. GFP^+^ CD49b^+^ cells were isolated as AML cells using an SH800 cell sorter (Sony).

### RNA-Seq

Total RNA was extracted using QIAzol lysis reagent (Qiagen) according to the manufacturer’s instructions. Sequencing was performed on an Illumina HiSeq 2500 platform (Illumina) in a 75-base single-end mode and the Illumina Casava software (v1.8.2; Illumina) was used for base calling. Sequenced reads were mapped to mouse reference genome sequences (mm10) using TopHat (v2.0.13) in combination with Bowtie2 (v2.2.3) and SAMtools (v0.1.19). The fragments per kilobase of exon per million mapped fragments were calculated using Cufflinks (v2.2.1). Upstream regulator analysis and causal network analysis was performed using Ingenuity Pathway Analysis (IPA; Qiagen) to identify molecular networks within the Ingenuity Knowledge Database. *P* values (threshold of 0.05) and z-scores were used to identify significant upstream regulators. *P* value indicated significance, while z-scores were used to define activation (z-score ≥ 2.0) or inhibition (z-score ≤ −2.0). Access to raw data concerning this study was submitted under Gene Expression Omnibus (GEO) accession number GSE149853.

### Statistical analysis

Numerical data are shown as a dot plot. Data are expressed as means ± SEM. Statistical significance between groups was determined using two-tailed *t* tests. One-way analysis of variance (ANOVA) was used for comparisons among three groups, while Kolmogorov–Smirnov test was used for comparisons between two groups. Fisher’s exact test was used to calculate *P* values in IPA upstream analysis. Statistical significance in survival data was determined using the log-rank test. All the statistical analyses (except for RNA-Seq data) were performed using GraphPad Prism 7 (GraphPad Software).

## Results

### Cytarabine treatment promotes transient AML cell motility reduction

To establish an AML syngeneic mouse model, we transplanted C1498 murine AML cells intravenously into wild-type C57BL/6 J mice [14, 15]. Prior to cell transplantation, C1498 cells were fluorescently labeled with GFP by retroviral transduction, allowing for tracking of the engrafted AML cells. The majority of the mice died between 25 and 30 days after AML cell transfer (Fig. S2); hence, we stratified the disease progression stages into early phase (7–13 days after transplantation), middle phase (14–20 days after transplantation), and late phase (day 21 until death).

Intravital imaging of the parietal BM revealed a constant movement of AML cells along the blood vessels during all disease progression stages (Fig. S1; Video 1). We hypothesized that the development of chemoresistance in AML cells is accompanied by changes in cell motility; thus, we analyzed the dynamics of chemoresistant AML cells in the BM following cytarabine treatment. We administrated high-dose cytarabine (20 μg in 200 μL PBS) twice at days 19 and 20 after AML cell transfer; high-dose cytarabine treatment significantly prolonged median survival, and the number of AML cells were significantly decreased (Fig. S2). Although the number of AML cells in the BM transiently decreased in response to cytarabine treatment at day 21, between days 21 and 28, the number of AML cells in the BM increased (Fig. 1a), suggesting AML cell growth.

**Fig. 1:**
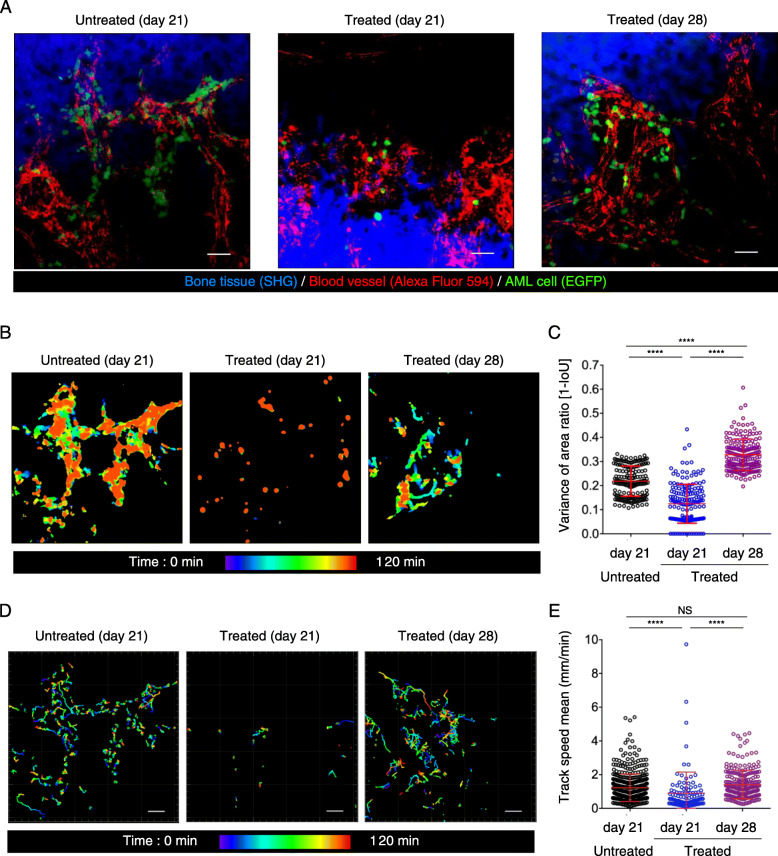
Dynamics of AML cells in bones during chemotherapy. **a** Representative intravital two-photon maximum-intensity projection (MIP) skull images at 21 and 28 days after AML cell transplantation. Images from untreated AML-transplanted mice at day 21, treated AML-transplanted mice at day 21 and treated AML-transplanted mice at day 28 are shown. Green, GFP-expressing AML cells; red, blood vessels (Alexa Fluor 594); blue, bone tissues (second harmonic generation; SHG). Scale bar, 50 μm. See also Video 2. **b** Representative images showing AML cell area. Scale bar, 50 μm. **c** Scatter plots showing displacement area ratio. Data are presented as mean ± SD; *n* = 3 mice per group; ****P < 0.0001 (one-way ANOVA). **d** Representative images of migrating AML cell trajectories. Scale bar, 50 μm. **e** Scatter plots showing the mean track speed of all cells analyzed in (**d**). Data from three mice per group from independent experiments are shown. Untreated (21 days), *n* = 461; treated (21 days), *n* = 108; treated (28 days), *n* = 243. Data are presented as mean ± SD. ****P < 0.0001; NS, not significant (one-way ANOVA)

**Additional file 1: Video 1.** Intravital time-lapse imaging during different phases of progression of AML. AML cells were transplanted into wild-type C57Bl6 mice. AML mice were subjected to intravital time-lapse BM imaging during different disease phases. Green, EGFP-expressing AML cells; red, blood vessels (Alexa Fluor 594); blue, bone tissues (SHG). Scale bar, 50 μm.

To compare the dynamics of AML cells between the cytoreductive and proliferative phases after cytarabine treatment, we performed intravital time-lapse imaging on days 21 and 28 (Video 2). AML cell migration is characterized by amoeboid movements, which are driven by repetitive cycles of protrusion and contraction. Thus, we classified AML migration into two types: a constantly changing cell shape characterized by protrusions or migration driven by extensive contraction and protrusion. To quantify the extent of cell shape alterations, we calculated the “Intersection over Union (IoU)” of AML cells using time-lapse imaging data (Fig. 1b). The value of “1 minus IoU” decreased during the cytoreductive phase (Fig. 1c), suggesting reduced protrusion activity. By contrast, protrusion activity increased during the proliferative phase (Fig. 1c). The centroid tracking of individual AML cells revealed that the mean speed of AML cells during the cytoreductive phase was < 1 μm/min, and was significantly lower compared with the mean speed of AML cells during the proliferative phase or the control group (> 1 μm/min; Fig. 1d, e). These results suggest that cytarabine treatment induces AML cell motility changes likely by modulating the contractile machinery of the cells.

**Additional file 2: Video 2.** AML cell motility during chemotherapy. AML cells were injected into wild-type C57Bl6 mice. At days 19 and 20, the mice were treated with PBS or cytarabine. Intravital time-lapse imaging experiments were performed on day 21 (PBS control and cytarabine-treated mice) or day 28 (cytarabine-treated mice). Green, EGFP-expressing AML cells; red, blood vessels (Alexa Fluor 594); blue, bone tissues (SHG). Scale bar, 50 μm.

### Chemotherapy does not affect AML cell localization in the BM

Although AML chemoresistance has been reported to rely on the interaction with components of the BM microenvironment, it remains unclear whether AML cell localization within the BM can induce chemoresistance. To determine the localization of chemoresistant AML cells within the BM, we performed three-dimensional (3D) imaging using two-photon microscopy using mice injected with AML cells and subsequently treated with high-dose cytarabine at days 19 and 20 after AML cell transfer. After constructing the pseudo-surface of blood vessels and bones using the Imaris software, we calculated the distance from each AML cell to the nearest blood vessel and bone surface (Fig. 2a). More than 50% of AML cells were localized within 15 μm of bone surfaces in untreated control and cytarabine-treated mice (Fig. 2b, c). Similarly, more than 60% of AML cells were localized within 5 μm of blood vessel surfaces in control and cytarabine-treated mice (Fig. 2d, e). These results suggest that there is no association between AML cell chemoresistance and cell localization in the BM.

**Fig. 2:**
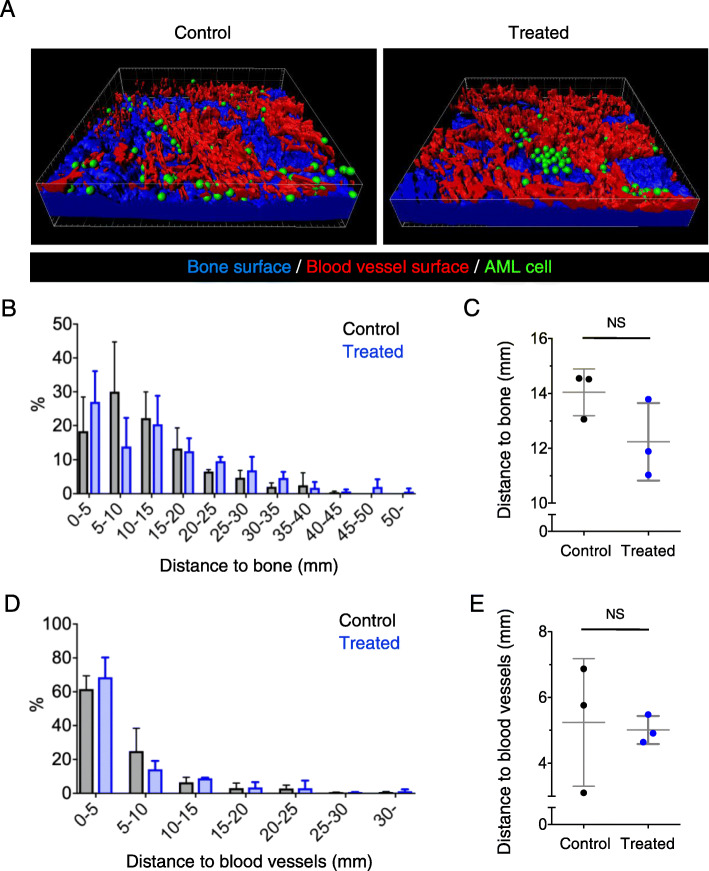
Localization of chemoresistant AML cells in the bone. **a** Representative intravital two-photon 3D skull images of AML control mice and AML mice treated with chemotherapy. Green spots, AML cells; red, surface of blood vessels; blue, surface of bone tissues. See also Video 2. **b**, **d** Distribution of distance between AML cells and the bone surface (**b**) or blood vessels (**d**). Pooled data from three mice per group are shown. Control, *n* = 400; treated, *n* = 235. **c**, **e** Mean distance between AML cells and the bone surface (**c**) or blood vessels (**e**). NS, not significant (Kolmogorov–Smirnov test)

### Inhibition of MRTF-SRF signaling reverses chemoresistance and cell motility changes in AML cells

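The RNA came from C1498 cells, a mouse acute myeloid leukemia line carrying EGFP, sorted from the bone marrow of 3 cytarabine-treated and 3 control mice on day 21. Each mouse gave 1 library, named here cytarabine 1 to 3 and control 1 to 3. The methods of the paper give 20 μg cytarabine per injection, the legend of Fig. S2 gives 200 mg/kg, and neither is stated for the RNA-Seq mice in particular. The paper calls the control mice untreated, while the sample records use both PBS and no treatment for them. The authors mapped 75-base single-end reads to the mm10 genome with TopHat, and deposited the FPKM value that Cufflinks gave for each of 23284 genes. FPKM values are not counts, so the depth was inferred from the steps between the low values of genes with 1 transcript. The inferred totals were 13080000, 18900000 and 13340000 reads for cytarabine 1, 2 and 3, and 14200000, 12350000 and 11490000 reads for control 1, 2 and 3. At those totals, 3 reads on a transcript of 2000 bases correspond to between 0.088 and 0.145 FPKM. Genes with a mean of at least 1 FPKM over the 6 libraries were tested, which left 11703 genes. The test was limma with an intensity trend on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment. On this scale, the fold change of a gene with low FPKM is understated. Gene lists for each regulator or function were written by hand, because the lists of the IPA software were not used here.
The Pearson correlation of log2(FPKM + 1) across genes, which are not independent replicates, was 0.965 between cytarabine 1 and control 3, the highest of all pairs. Within the groups it ranged from 0.894 for cytarabine 1 and 3 to 0.963 for control 2 and 3. The first principal component held 63.1% of the variance and placed cytarabine 2, cytarabine 3 and control 1 on one side and the other 3 libraries on the other. Transcripts of the colon epithelium followed the same division. Zg16 was at 1948 FPKM in cytarabine 2, 2207 FPKM in cytarabine 3 and 1049 FPKM in control 1. It was at 137 FPKM in cytarabine 1, 9.58 FPKM in control 2 and 9.49 FPKM in control 3. The smooth muscle gene Myh11 had 87.7, 87.4 and 42.7 FPKM in cytarabine 2, cytarabine 3 and control 1, and at most 5.39 FPKM in the others. The heart gene Nppa was highest in control 1, at 1480 FPKM, followed by cytarabine 3 at 392.7 FPKM and control 2 at 318 FPKM. Because this division crosses the groups, each comparison of gene lists was also made within its sides. Zg16 was still higher with cytarabine within each side, so those comparisons do not remove the difference in colon transcripts.

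**Figure D1:**
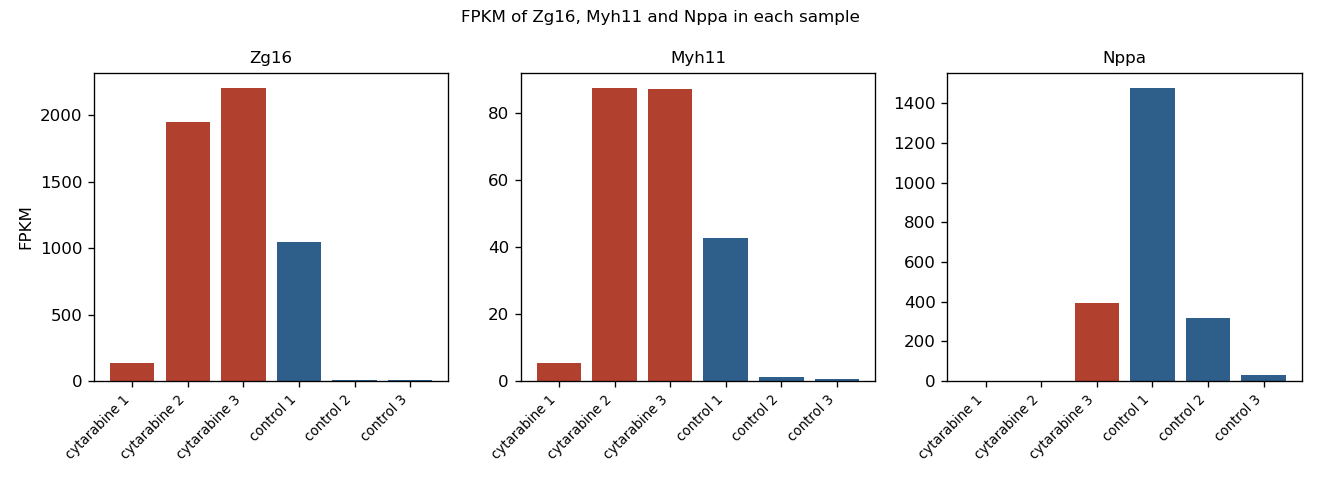
FPKM of the colon gene Zg16, the smooth muscle gene Myh11 and the heart gene Nppa in each of the 6 libraries, with cytarabine in red and control in blue. Zg16 and Myh11 were highest in cytarabine 2, cytarabine 3 and control 1, and Nppa was highest in control 1 at 1480 FPKM.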

To further characterize the chemoresistant AML cells, we analyzed the gene expression profiles of AML cells from cytarabine-treated mice 21 days after AML cell transfer by RNA sequence. Enrichment analysis for diseases and biological functions using the Ingenuity Pathway Analysis (IPA) software revealed that the biological functional categories “cellular movement” and “immune cell trafficking” were significantly suppressed in cytarabine-treated AML cells (Fig. S3A, B). This transcriptional profile was consistent with our intravital imaging results (Video 2). 

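For cellular movement, 58 genes of the cell's movement machinery were tested as one list. Their mean log2(FPKM + 1) was 5.31 ± 0.01 (SD, n = 3 mice) with cytarabine and 5.28 ± 0.07 (SD, n = 3) in controls. The mean log2 fold change of the list differed from that of the other genes by -0.07 (adjusted p = 0.577 from limma's camera over 7 lists), and the exact permutation test of the list mean gave p = 0.5, where 0.1 is the smallest value that 3 mice against 3 allow. For immune cell trafficking, 62 genes were tested. Their mean was 3.18 ± 0.04 (SD, n = 3) with cytarabine and 3.32 ± 0.30 (SD, n = 3) in controls, a shift of -0.23 against the other genes (adjusted p = 0.424 from limma's camera; exact permutation p = 0.9). Among the trafficking genes, 14 were lower and 7 were higher at an unadjusted p under 0.05. The neutrophil genes Mmp8, S100a8 and S100a9 were on that list, and without these 3 genes the shift was -0.13. Neither difference was larger than the spread between mice. Leaving out 1 library at a time, the trafficking shift ranged from -0.38 (without control 1) to -0.05 (without control 2). The movement shift ranged from -0.15 to -0.02 in the same 2 fits. Within the libraries with little colon transcript (cytarabine 1 against control 2 and 3) the mean of the movement list differed by -0.0060 and that of the trafficking list by -0.25. Within those with much of it (cytarabine 2 and 3 against control 1) the differences were 0.09 and 0.04. With colon and heart transcript scores as covariates, a setting chosen after the data were seen, the shifts were 0.11 for movement (adjusted p = 0.0016 from limma's camera) and 0.21 for trafficking (adjusted p = 0.0680). That fit left few residual degrees of freedom. Camera compares t statistics and not log2 fold changes, so its p does not test a shift directly.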

To identify upstream regulators that determine AML cell chemoresistance, we conducted upstream analysis and causal network analysis using IPA. 

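The genes of the regulators themselves were measured first, with positions in GRCm38. Srf, on chromosome 17 from 46548329 to 46556175, had a log2 fold change of -0.07 with cytarabine (standard error 0.15, adjusted p = 0.819 from limma). Mrtfa, listed as Mkl1, lies on chromosome 15 from 81012281 to 81190757 and had a log2 fold change of -0.29 (standard error 0.16, adjusted p = 0.38 from limma). Mrtfb, listed as Mkl2, lies on chromosome 16 from 13256481 to 13417529 and had a log2 fold change of 0.29 (standard error 0.19, adjusted p = 0.42 from limma). None of the 3 mRNAs changed by more than the spread between mice allows to be detected.
Their targets were then tested as lists. The 62 MRTF-SRF targets, mostly genes of the actin cytoskeleton, had a mean log2(FPKM + 1) of 5.56 ± 0.67 (SD, n = 3 mice) with cytarabine and 5.33 ± 0.90 (SD, n = 3) in controls. The shift against the other genes was 0.14 (adjusted p = 0.156 from limma's camera; exact permutation p = 0.8). The setting that moved it most left out control 1 and gave 0.54, and it was -0.25 without control 3 and -0.12 without cytarabine 3. Within the libraries with little colon transcript the list mean differed by -0.03, and within those with much of it by -0.32, with a single library on one side of each comparison. Targets made mainly by muscle, such as Acta2, Cnn1, Myh11 and Tagln, followed the colon and heart transcripts between libraries, and the actin genes are near-identical copies among which Cufflinks could have divided reads.
The 13 immediate-early genes that SRF controls with ternary complex factors had a mean of 4.21 ± 0.11 (SD, n = 3) with cytarabine and 3.80 ± 0.29 (SD, n = 3) in controls, a shift of 0.32 (adjusted p = 0.0025 from limma's camera; exact permutation p = 0.1). The 24 genes of the IL2 response had a mean of 3.64 ± 0.14 (SD, n = 3) against 3.11 ± 0.09 (SD, n = 3), a shift of 0.44 (adjusted p = 0.0025 from limma's camera; exact permutation p = 0.1). The 19 genes of the CD3 response had a mean of 3.85 ± 0.15 (SD, n = 3) against 3.10 ± 0.13 (SD, n = 3), a shift of 0.65 (adjusted p = 6.68e-06 from limma's camera; exact permutation p = 0.1). For these 3 lists every cytarabine library was above every control library. For the immediate-early genes this was narrow, with cytarabine 1 at 4.09 and control 2 at 4.07. The differences within the 2 sides of the colon division were 0.30 and 0.45 for the immediate-early genes, 0.65 and 0.56 for IL2, and 0.84 and 0.81 for CD3. Colon transcripts were still higher with cytarabine within both sides, so these differences are not free of them. The IL2 and CD3 lists share genes, among them Xcl1, Il2ra and Tnfrsf9, and the immediate-early and CD3 lists share Egr1, Egr2, Egr3 and Nr4a1, so these lists are not independent. The p-values from limma's camera rest on a small preset correlation between genes. With an estimated one they were, after adjustment, 0.394 for the immediate-early genes, 0.394 for IL2 and 0.36 for CD3.
As in the upstream analysis, an overlap with called genes was also computed. Calls needed an unadjusted p under 0.05 and a log2 fold change of at least 1, which 70 genes met upward and 24 downward. Of the MRTF-SRF targets 1 was called higher, Lima1 (z = 1.0, Fisher's exact p = 0.311). Of the immediate-early genes 3 were called higher, Egr1, Egr2 and Egr3 (z = 1.73, Fisher's exact p = 5.61e-05). The IL2 list had 7 genes called higher (z = 2.65, Fisher's exact p = 6.43e-11) and the CD3 list 8 (z = 2.83, Fisher's exact p = 7.78e-14).
Same-numbered libraries did not deviate together (mean correlation of their deviations from the group means -0.517). With the replicate number as a block, the adjusted p from limma's camera was 0.153 for the MRTF-SRF targets, 0.0013 for the immediate-early genes, 0.0021 for IL2 and 1.999e-06 for CD3. From the target genes in its IPA analysis, the paper ranks SRF, MRTFA and MRTFB above IL2 and CD3 as regulators.

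**Figure D2:**
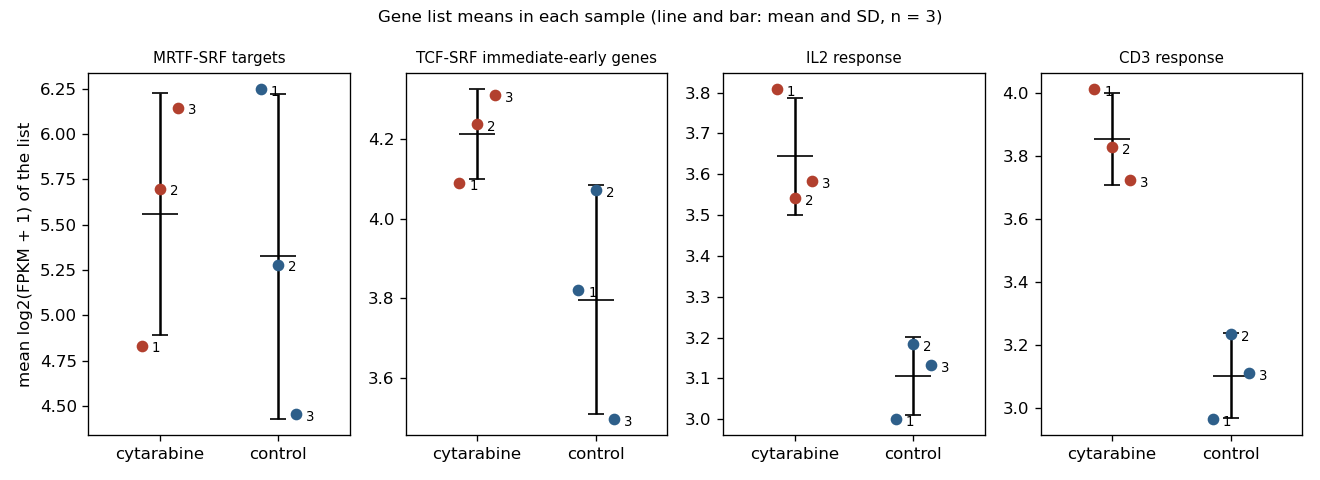
Mean log2(FPKM + 1) of the MRTF-SRF targets, the immediate-early genes, the IL2 response and the CD3 response in each library, with the replicate number beside each point and the mean and SD (n = 3) as a line and bar. The groups overlap for the MRTF-SRF targets, where control 1 is highest at 6.25, and lie apart for IL2 and CD3. For the immediate-early genes they nearly touch, with cytarabine 1 at 4.09 and control 2 at 4.07.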

Serum response factor (SRF) and the myocardin-related transcription factors MRTFA (MKL1) and MRTFB (MKL2) were the top three upstream regulators (Fig. 3a). 

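Fos and Elk1 belong to the network of these regulators in Fig. 3b. Fos, on chromosome 12 from 85473890 to 85477273 of GRCm38, was at 8.18, 17.6 and 40.7 FPKM in cytarabine 1, 2 and 3 and at 14.1, 14.7 and 7.61 FPKM in control 1, 2 and 3. Its log2 fold change was 0.60 (standard error 0.57, adjusted p = 0.562 from limma). Elk1, on chromosome X from 20933395 to 20950608, had a log2 fold change of -0.14 (standard error 0.11, adjusted p = 0.474 from limma). Both changes were within the spread between mice.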

Using IPA network analysis, we found that extensive interactions exist between these three regulators (Fig. 3b). 

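The 3 mouse genes for DIAP proteins are listed as Diap1, Diap2 and Diap3. Diap1, on chromosome 18 from 37843601 to 37935476 of GRCm38, had a log2 fold change of -0.02 (standard error 0.09, adjusted p = 0.925 from limma). Diap2, on chromosome X from 129749742 to 130465834, was lower in every cytarabine library than in every control library, with a log2 fold change of -0.42 (standard error 0.12, adjusted p = 0.201 from limma). Diap3, on chromosome 14 from 86655367 to 87141235, had a log2 fold change of -0.18 (standard error 0.13, adjusted p = 0.462 from limma). These values are mRNA levels, while the master regulators of the paper are predicted from the genes downstream of them.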

Additionally, DIAP is the actin nucleation and elongation factor that drives serum-dependent SRF-MRTFA, as well as several Rho guanine nucleotide exchange factors, were identified as active master regulators in cytarabine-treated AML cells (Fig. S3C). Recent studies showed that activation of MRTF and SRF is Rho-dependent. Moreover, MRTF and SRF have been implicated in cancer cell motility regulation by modulating the construction of actin filament networks [18–20].

**Fig. 3:**
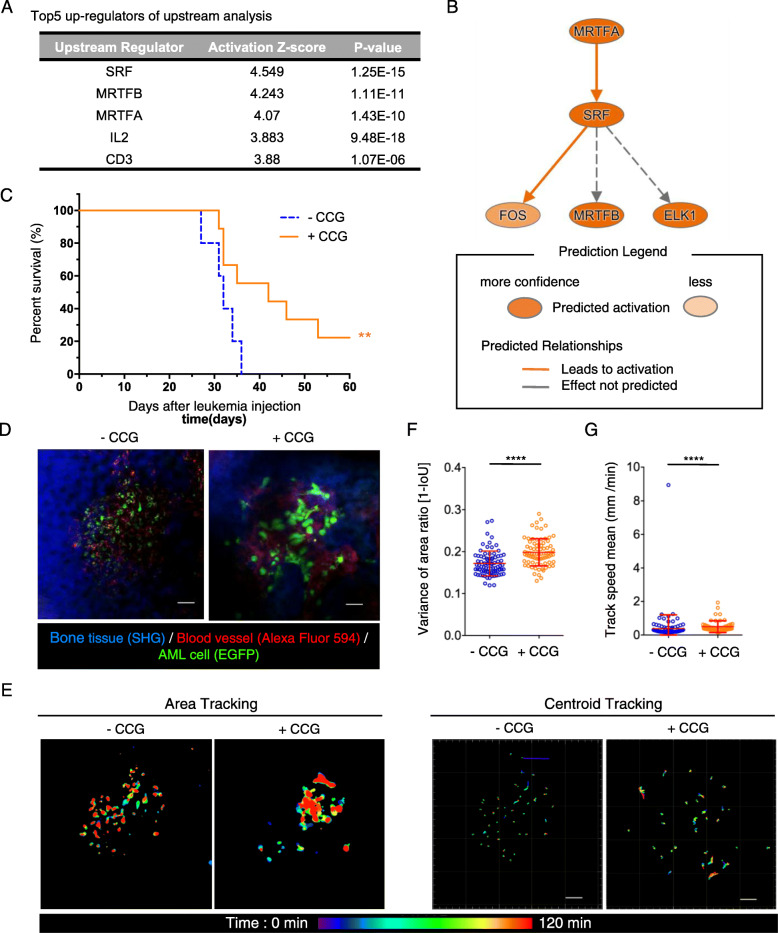
The effect of CCG treatment during chemotherapy on AML cells. **a** Predicted activity of the top five upstream regulators based on the gene expression profiles of AML cells isolated from cytarabine-treated and untreated mice (21 days after AML cell transplantation). **b** Network analysis of the upstream regulators of MRTFA and its target genes. MRTFA activation led to SRF and MRTFB upregulation. **c** Kaplan–Meier plot showing survival of AML-injected mice treated with 200 μg CCG in 50 μL DMSO in addition to 20 μg cytarabine in 200 μL PBS. −CCG, *n* = 5; +CCG, *n* = 9; data from two experiments; **P < 0.0332 (log-rank test). **d** Representative intravital two-photon MIP skull images of AML control mice and AML CCG-treated mice. Green, EGFP-expressing AML cells; red, blood vessels (Alexa Fluor 594); blue, bone tissues (SHG). Scale bar, 50 μm. See also Video 3. **e** Representative images showing displacement area (left) and trajectories (right) of AML cells analyzed in (**d**). Scale bar, 50 μm. **f**, **g** Scatter plots showing displacement area ratio (**f**) and mean track speed (**g**) of all analyzed cells. The data were pooled from three or four mice per condition from independent experiments. −CCG, *n* = 80 (**f**), *n* = 119 (**g**); +CCG, *n* = 80 (**f**), *n* = 54 (**g**). Data are presented as mean ± SD. ****P < 0.0001 (Kolmogorov–Smirnov test)

To further investigate the role of Rho-MRTF-SRF pathway activation in AML cell motility following cytarabine treatment, we used CCG-203971 [21], a CCG-1423 analog that inhibits Rho-induced SRF-mediated transcription [22]. CCG-203971 (200 μg in 50 μL DMSO) was administered five times to cytarabine-treated mice. Kaplan–Meier survival analysis revealed that CCG treatment significantly prolonged survival (Fig. 3c), suggesting that Rho-MRTF-SRF inhibition augments the anti-tumor effects of cytarabine. We also assessed the effects of CCG treatment on the localization of chemoresistant AML cells using 3D imaging and surface distance analysis. We found that CCG treatment did not affect the distance between AML cells and blood vessels or bone surfaces (Fig. S4A–D). We also investigated the effect of CCG treatment on AML cell motility and found that CCG treatment promoted continuous cell morphology alterations (Fig. 3d, f; Video 3). The centroid tracking of individual AML cells revealed that the mean speed of AML cells was significantly higher in CCG-treated mice compared with control mice. However, the actual mean speed in CCG-treated mice was less than 1 μm/min, similar to that in the control group (Fig. 3e, g). Considering that the average diameter of AML cells is 10 μm, migration with a speed of less than 1 μm/min can be considered passive migration. Rapidly migrating AML cells were rarely observed in our imaging data (Video 3). Hence, Rho-MRTF-SRF inhibition following cytarabine treatment enhanced AML cell protrusion but not contraction. Considering the critical role of the MRTF-SRF pathway in the survival of chemoresistant AML cells, the combination of cytarabine with Rho-MRTF-SRF inhibitors could be a promising therapeutic approach for hematological malignancies.

**Additional file 3: Video 3.** CCG treatment induces dynamic changes in chemoresistant AML cells. AML-transplanted mice were treated with CCG before/during chemotherapy and after chemotherapy, followed by intravital time-lapse BM imaging. Green, EGFP-expressing AML cells; red, blood vessels (Alexa Fluor 594); blue, bone tissues (SHG). Scale bar, 50 μm.

## Discussion

Using intravital BM imaging, we showed that high-dose cytarabine treatment suppressed the migration of C1498 murine AML cells, consistent with a previous study using an MLL-AF9 AML mouse model [7]. Additionally, we demonstrated that proliferative C1498 AML cells regain their migration abilities after chemotherapy. Reduction of cell motility in residual AML cells upon chemotherapy could be explained by two ways: (i) chemotherapy reduced the motility of residual AML cells, and (ii) less motile AML cells were chemoresistant and could survive. Although we could not exclude the possibility of the latter case (ii), we think the former explanation (i) would be more likely because the number of “less motile” residual cells after chemotherapy was much larger than that of less motile cells inherently in control conditions. Several studies suggested an important role of the BM microenvironment in the development of chemoresistance in AML [6, 12, 23, 24]. Consistently, our findings suggest that extensive interactions occur between AML cells and BM microenvironment components during chemotherapy, which can promote the development of chemoresistance in residual AML cells. Osteoblasts, endothelial cells, and stromal cells are among the cell types in the BM niche that have been demonstrated to contribute to the development of chemoresistance in AML [25]. Nevertheless, a recent study involving in vivo imaging of the BM reported that the role of stromal cells in AML chemoresistance was negligible [7]. In this study, we found that the localization of AML cells within the BM did not influence the development of chemoresistance. Hence, the role of osteoblasts, endothelial cells, and stromal cells in the development of chemoresistance in AML remains unclear. Future studies involving the simultaneous tracking of various cell types are required to dissect the complex interplay between the components of the BM microenvironment and AML cells in vivo.

## Conclusions

Here, we demonstrated that the Rho-MRTF-SRF signaling pathway was strongly upregulated in chemoresistant AML cells. Rho-MRTF-SRF pathway activation enhances cancer cell motility in solid tumors, leading to cancer cell migration and metastasis. MRTF-SRF pathway inhibition using CCG-1423 or its derivative CCG-203971 exerted anti-cancer effects in metastatic malignant melanoma and breast cancer [19, 21]. Our imaging and transcriptomic findings showed that, in contrast to solid tumors, chemotherapy suppressed AML cell migration, as well as provided novel insight into the role of the Rho-MRTF-SRF pathway in the migration of chemoresistant AML cells. Nevertheless, similar to solid tumors, Rho-MRTF-SRF inhibition by CCG treatment augmented the anti-tumor effects of chemotherapy in our AML mouse model. Our findings on the relationship between cell motility and AML chemoresistance provide a strong rationale for the modulation of cellular motility as a therapeutic target for refractory AML.

## Supplementary information

**Additional file 4: Supplementary Figure 1.** Intravital two-photon imaging at different phases of progression. Representative intravital two-photon MIP skull images from C57Bl6 mice 10 days (left), 18 days (middle), and 27 days (right) after AML cell injection (day 0). Green, EGFP-expressing AML cells; red, blood vessels (Alexa Fluor 594); blue, bone tissues (SHG). Scale bar, 50 μm. See also Video 1.

**Additional file 5: Supplementary Figure 2.** Survival of cytarabine-treated AML-recipient mice. (A) Kaplan–Meier plot showing survival of AML-injected mice treated with PBS or 200 mg/kg of cytarabine. (PBS, n = 5; cytarabine, n = 5, from a single experiment). **P < 0.0332 (log-rank test). (B) Scatter plots showing the cell number of AML cells included in 10,000 of BM cells. Data are presented as mean ± SD. *P < 0.05 (Kolmogorov–Smirnov test).

**Additional file 6: Supplementary Figure 3.** Activation of SRF-MRTFA pathway after chemotherapy. (A) Top biological functions of the differentially expressed genes between chemotherapy-treated and control AML-recipient mice. (B) Heatmap showing differential expression genes after cytarabine treatment, as well as diseases and biological functions they are involved in. 

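None of the 11703 genes had an adjusted p under 0.05 from limma, and the smallest was 0.0551, for Gm13546. An unadjusted p under 0.05 was found for 2038 genes (17.4%), of which 890 were higher and 1148 lower with cytarabine. Leaving out 1 library at a time gave from 1179 such genes, without control 3, to 4075, without cytarabine 1. The groups did not overlap for 2781 genes (23.8%), where chance gives 10% on average over splits. Genes varied together, so a single chance split can lie far from that average. Other splits were not counted for this measure. With the replicate number as a block, none had an adjusted p under 0.05 and 994 had an unadjusted p under 0.05. The larger changes among genes whose groups did not overlap, at an unadjusted p under 0.05, were upward in Dapl1, Xcl1, Trat1, Gm13546 and Iigp1. Xcl1 was at 300.1, 108 and 130 FPKM with cytarabine and at 17.6, 26.5 and 37.4 FPKM in controls, a log2 fold change of 2.59 (standard error 0.45, adjusted p = 0.136 from limma). The downward changes were in Retnlg, S100a9, Ltf, Mmp8 and Lcn2, which are genes of neutrophils. Retnlg was at 12.4, 4.08 and 3.17 FPKM with cytarabine and at 48.3, 68.9 and 66.1 FPKM in controls, a log2 fold change of -3.23 (standard error 0.45, adjusted p = 0.132 from limma). Itga2, which encodes the CD49b antigen, had a log2 fold change of -0.57 (standard error 0.10, adjusted p = 0.136 from limma).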

(C) Top five master regulators determined by causal network analysis.

**Additional file 7: Supplementary Figure 4.** Localization of AML cells in the BM after CCG treatment. (A, C) Distribution of distance between AML cells and the bone surface (B) or blood vessels (D) after CCG treatment. Pooled data from three mice per condition from independent experiments are shown. -CCG, n = 250; +CCG, n = 130. (B, D) Mean distance between AML cells and the bone surface (B) or blood vessels (D). NS, not significant (Kolmogorov–Smirnov test).

## Data Availability

The authors confirm that the data supporting the findings of this study are available within the article or its supplementary materials. Raw data were generated at Osaka University. Access to raw data concerning this study was submitted under Gene Expression Omnibus (GEO) accession number GSE149853. Derived data supporting the findings of this study are available from the corresponding author E.Y. and M.I. on request.

## Abbreviations

AML: Acute myeloid leukemia
ANOVA: Analysis of variance
BM: Bone marrow
FBS: Fetal bovine serum
GEO: Gene expression omnibus
IPA: Ingenuity pathway analysis
IoU: Intersection over union
MIP: Maximum intensity projections
MKL: Megakaryoblastic leukemia
MRTF: Myocardin-related transcription factors
PBS: Phosphate-buffered saline
SHG: Second-harmonic generation
SRF: Serum response factor

How the deposited data were processed for this re-analysis (not part of the article)

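RNA was measured in C1498 leukemia cells sorted from 3 cytarabine-treated and 3 control mice, 1 library per mouse. The authors mapped the reads to mm10 with TopHat and deposited FPKM values per gene from Cufflinks, so length and library size were already divided out and no counts were given. The gene annotation and the options of Cufflinks are not named in the paper's text. Conditions and replicate numbers were taken from the sample records and the paper, and the replicate numbers come from those records. Same-numbered libraries are different mice, and a fit with the number as a block was made beside the fit without it.

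From the deposited FPKM, log2(FPKM + 1) was computed, and 11703 of 23284 genes with a mean of at least 1 FPKM were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided, Benjamini-Hochberg adjustment). Gene lists were tested with limma's camera at a small preset correlation between genes. Camera compares t statistics of the list with those of the other genes. The shift is a difference of mean log2 fold changes, which that p does not test directly. The mean of each list was tested with an exact permutation test, which cannot go below 0.1 with 3 mice against 3. Overlaps with called genes were tested with Fisher's exact test, and the activation z-score was the number of list members called higher minus the number called lower, divided by the square root of the number called. The lists for regulators, functions and cell types were written by hand from general knowledge before the data were examined. Lists of tissue genes, ATF4 targets and NF-kB targets were written after some of the data had been seen. Library totals were inferred from the steps of low FPKM values of 4561 genes with 1 transcript in the GENCODE annotation of GRCm38, assuming a fragment length of 200 bases. Positions come from the same annotation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

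The genes named are every gene the paper names, the 5 higher and 5 lower genes with the largest change among those at an unadjusted p under 0.05 whose groups do not overlap, and up to 4 members in each direction of each list with the smallest p. Tissue genes, muscle-type targets, and the other neutrophil, T cell and NK cell genes named were chosen after values were seen. The limma step was tested on simulated data with 200 changed genes among 11703. At the spread between these libraries, 68% of the changed genes were recovered with 6 false calls.

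Alternatives set before the data were examined were another pseudocount, other filters on low FPKM, rescaling to an equal sum per library, median-of-ratios factors, quantile normalization, other settings of eBayes, the replicate block, other list tests, other rules for calling genes, and leaving out each library. Colon and heart transcript scores as covariates, and leaving out microRNA and small nucleolar RNA, were added after the data were seen. The fit with both scores leaves few residual degrees of freedom. A test on counts was not run because the values are FPKM. Imaging, survival and inhibitor experiments were not analysed here. One of the 7 lists and some single genes are not reported here.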

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

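Both results were picked out among 12 lists of cell types and responses because every cytarabine library lay above every control library and the adjusted p from limma's camera was under 0.05. The list for cytarabine uptake and metabolism also had every cytarabine library above every control library, but its shift was 0.13 with an adjusted p of 0.483. The tests of explanations were chosen after the results were seen, and 3 mice against 3 make 10 splits, so no split test can reach a share under 0.05.

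The 21 genes of the type I interferon response shifted by 0.23 on the log2 scale against the other genes (adjusted p = 0.0060 from limma's camera), with 18 of the 21 higher. Of the 4 splits that part all same-numbered libraries, 2 gave a shift as large, and of all 10 splits 2 did. With colon and heart transcript scores as covariates the shift was 0.61, so it did not fall when these were adjusted for. RNA of other tissues was not adjusted for, and the same fit also moved the movement, trafficking and neutrophil lists upward. The smallest shift under another scaling was 0.17, with quantile normalization, where the adjusted p from limma's camera was 0.0609. Over the scalings, the covariates and the block the adjusted p ranged from 3.57e-06 to 0.0609. Without Oas1a, the member with the largest change, the shift was 0.20. The difference cannot be told apart from a chance division of 6 mice.

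The 14 NK and T cell markers include Cd3d, Cd3e and Cd3g of the CD3 complex, a regulator in Fig. 3a, and share Gzma, Gzmb, Il2rb and Prf1 with the IL2 list, so this is not independent of the results for IL2. The list shifted by 0.36 (adjusted p = 0.0073 from limma's camera), with 9 of the 14 higher. Of the 4 splits that part the same-numbered libraries, 1 gave a shift as large, which was the real one, and of all 10 splits 2 did. With colon and heart scores as covariates the shift was 0.74, the smallest shift under another scaling was 0.29, and without Gzma it was 0.29. With quantile normalization the adjusted p from limma's camera was 0.0609, in a range from 3.66e-04 over the scalings, the covariates and the block. Of the T cell receptor genes Cd3d, Cd3e, Cd3g, Lck and Zap70, 1 of the 5 was higher. It was Cd3d, the member at the lowest level, with a mean of 8.45 FPKM with cytarabine and 4.17 FPKM in controls and without overlap of the groups. The other 4 are at much higher levels in both groups, for example Cd3e at 146 and 178 FPKM, where RNA of a few T cells would add little. That test could not decide whether more T cells had been sorted. The T cell genes Cd4, Cd5, Cd8a, Cd8b1 and Cd247 were under 1 FPKM in every library. Their largest rise in the mean was 0.228 FPKM, against 4.28 FPKM for Cd3d. That gap argues against RNA of T cells as the source of the rise of Cd3d, but levels in T cells were not measured. Among the NK cell genes Ncr1, Eomes and Tbx21 the largest rise was 0.161 FPKM, against 3.42 FPKM for Gzma and 33.3 FPKM for Klrd1. NK cells hold far more Gzma than these genes, so the comparison with Gzma could not decide. As a source of the rise of Klrd1, NK cells would have to hold more Klrd1 than these genes by that wider gap. The levels in NK cells were not measured, so this was left open. For the list as a set, the shift cannot be told apart from RNA of more NK cells or from a chance division of the mice.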

How the results depend on the processing

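The shifts of the IL2, CD3 and immediate-early lists kept their direction under every alternative run. Their adjusted p from limma's camera stayed under 0.05 except with an estimated inter-gene correlation or the rotation test fry. With the estimated correlation it was 0.394 for IL2 (shift 0.44), 0.36 for CD3 (shift 0.65) and 0.394 for the immediate-early genes (shift 0.32). With fry in place of camera, the adjusted p was 0.0585, 0.0537 and 0.0585 for the same shifts. The main fit used a small preset correlation between genes, and with the estimated one nothing else was changed. Why fry gave larger values was not tested. The overlap of the immediate-early genes gave z = 1.0 (Fisher's exact p = 0.0565) for genes with a mean of at least 5 FPKM, and from 1.0 to 1.73 across the 6 fits that each left out one replicate. Without cytarabine 1 it gave Fisher's exact p = 0.0672.

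The MRTF-SRF list depended on the processing. Its shift was 0.19 for genes with a mean of at least 5 FPKM (adjusted p = 0.0335 from limma's camera), 0.15 with quantile normalization (adjusted p = 0.0176), and 0.015 with colon and heart scores as covariates, a setting added after the data were seen (adjusted p = 0.0365). With the covariates the mean log2 fold change thus hardly differed from that of the other genes. The p from camera comes from t statistics and does not test that mean. Over the other alternatives for this list that did not leave out a library, the adjusted p was above 0.05. Across the 6 fits that each left out one replicate the shift ranged from -0.25 to 0.54. Its overlap gave z = 1.70 (Fisher's exact p = 2.59e-04) with calls at a log2 fold change of at least 1 and no p, and z = 2.45 in both fits, of the 6 that each left out one replicate, in which a target was called. The cause was not tested.

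With the covariates, a setting added after the data were seen, cellular movement shifted upward by 0.11 (adjusted p = 0.0016 from limma's camera), which passed the threshold, and immune cell trafficking by 0.21 (adjusted p = 0.0680). Other small values changed sign. Immune cell trafficking shifted by 0.0030 for genes with a mean of at least 5 FPKM. With the covariates, the log2 fold change of Srf was 0.11, of Cd3e 0.014, of Diap1 0.14, of Diap3 0.089 and of Tagln2 0.057. With FPKM rescaled to an equal sum per library, Diap1 had 0.0034, and with quantile normalization Il2 had -0.026. Across the 6 fits that each left out one replicate, the log2 fold change ranged from -0.22 to 0.025 for Srf, from -0.074 to 0.021 for Diap1 and from -0.018 to 0.34 for Il2. The cause was not tested. Of the other values of named genes, 7 passed the threshold under an alternative and 1211 kept their direction and side.

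With an adjusted p under 0.05 as the threshold, 0 genes passed (2038 had an unadjusted p under 0.05). There was 1 gene with a pseudocount of 0.1, 2 without the trend in eBayes, 1 with the robust trend, 1 without microRNA and small nucleolar RNA, and from 0 to 5 across the 6 fits that each left out one replicate. The 94 genes called for the overlap tests became 167 with a pseudocount of 0.1, 177 with quantile normalization, 0 with calls at an adjusted p under 0.05, 833 with no p and 376 with a smaller log2 fold change allowed. They ranged from 68 to 919 across the 6 fits that each left out one replicate. With quantile normalization 97 were higher and 80 lower, against 70 and 24 without it.

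With the replicate number as a block, 61 genes were called for the overlap tests, and the shift of the MRTF-SRF list had an adjusted p of 0.153 from limma's camera. Deviations of same-numbered libraries from their group means correlated at -0.709, -0.247 and -0.594. With calls at an adjusted p under 0.05 no list had a called member, and with the block or the covariates no MRTF-SRF target was called, so these give no z-score. The alternatives for counts were not run because the values are FPKM. The depth was inferred and not counted, and with 3 mice per group the spread between libraries limits every comparison. In simulated data at this spread 68% of changed genes were recovered, against 100% at a technical spread of 0.15. The size of the simulated changes is not given here, so this does not explain why no gene passed in the real data.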

Differences from the paper's values

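The activation z-scores of Fig. 3a are from IPA's lists, and those computed here are from lists written by hand, with 1 as the standard deviation of a z-score. A z-score computed in this way cannot exceed the square root of the number of called members. With 1 called for the MRTF-SRF list, 4 for both SRF lists, 7 for IL2 and 8 for CD3, all called higher, every value here is at that limit, so the gaps and the order below follow the numbers of called genes. For SRF the value here was 2.0, over both SRF lists, against the paper's value of about 4.5 in Fig. 3a, read by eye. None of the 17 alternatives set before the data were examined came within 1 of it, and the highest gave 3.0. For MRTFB the value was 1.0 against the paper's value of about 4.2 in Fig. 3a, and for MRTFA it was 1.0 against the paper's about 4.1 in Fig. 3a. None of the 12 alternatives that gave a value closed either gap, and the highest gave 2.45. For IL2 the value was 2.65 against the paper's about 3.9 in Fig. 3a, and none of 17 alternatives closed the gap, the highest being 2.83. For CD3 the value was 2.83 against the paper's about 3.9 in Fig. 3a. It came within 1 of the paper's with a pseudocount of 0.1 (3.0), with FPKM rescaled to an equal sum per library (3.0) and with calls at a smaller log2 fold change and an unadjusted p under 0.05 (3.16), and with none of the other alternatives.

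The paper ranks SRF, MRTFA and MRTFB first among the regulators, while the z-scores here were higher for CD3 and IL2. Without cytarabine 1 the order changed, with 3.0 for SRF and 2.45 for MRTFA and MRTFB against 2.65 for CD3 and 2.24 for IL2. In that fit Fisher's exact p was 0.125 for SRF and 0.464 for the MRTF-SRF list, against 2.83e-04 for CD3 and 0.0294 for IL2. Without control 1 SRF had 2.53 against 2.45 for IL2. The MRTF-SRF list, not past the threshold here, passed it for genes with a mean of at least 5 FPKM (shift 0.19), with quantile normalization (shift 0.15), without control 1 (shift 0.54), and in its overlap with calls at a log2 fold change of at least 1 and no p (Fisher's exact p = 2.59e-04) and without control 1. It also did with colon and heart scores as covariates (shift 0.015), a setting chosen after seeing the values. There the p came from t statistics, while the mean log2 fold change hardly differed from that of the other genes. The paper reports suppressed cellular movement and immune cell trafficking, for which the list shifts were -0.07 and -0.23 and not past the threshold. With the covariates, chosen after seeing the values, movement shifted by 0.11, which is upward (adjusted p = 0.0016 from limma's camera). The legend of Fig. 3 reports upregulation of SRF and MRTFB, whose log2 fold changes were -0.07 and 0.29. The values here are mRNA levels, while the legend describes an IPA network of upstream regulators, so these may not be the same measure.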

Other observations

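The 2 tests of ATF4 and NF-kB targets were set before the values they measure were seen. All other tests in this part were chosen after the results were seen. A split of 3 mice against 3 can never give a share under 0.05 of the 10 splits, of which 4 part all same-numbered libraries.

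Genes of the amino acid response were among the lowest p-values, so a list of other ATF4 targets, whose values had not been looked at, was tested once. The 25 genes shifted by -0.48 (p = 3.46e-12 from limma's camera), with 2 of the 25 higher, and every cytarabine library lay below every control library (exact permutation p = 0.1, the smallest possible). With an estimated inter-gene correlation p from limma's camera was 0.0226, and the covariates gave a shift of -0.65. Of the 4 splits that part the same-numbered libraries 1 gave a shift as large, the real one, and so did 1 of all 10. A fall of ATF4 target mRNA with cytarabine is a hypothesis, and a chance division of the mice was not ruled out. In the same way, 15 unseen NF-kB targets shifted by 0.33 (p = 2.17e-05 from limma's camera), with 12 higher, but p was 0.0644 with an estimated inter-gene correlation, and 1 of the 4 splits and 2 of all 10 gave a shift as large. No other list was tested in this way.

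Transcripts of colon epithelium and heart differed widely between libraries of one group. The mean log2(FPKM + 1) of 19 colon genes was 3.14, 6.46 and 6.70 in cytarabine 1, 2 and 3, and 5.40, 0.89 and 0.74 in control 1, 2 and 3. That of 21 heart genes was 0.26, 0.47 and 3.10, and 4.38, 2.87 and 1.11. The groups overlapped for both (exact permutation p = 0.2 and 0.3), so neither score separated the treatments. Means for liver, brain, lung, kidney, pancreas, skin, skeletal muscle and small intestine reached at most 1.95. A candidate source is RNA of other tissue mixed into some samples. A fixed mixture of colon tissue would change its genes by one factor. Between cytarabine 1 and 2 the log2 ratio was -3.85 (SD 0.33 over 17 genes) for epithelium and -3.00 (SD 1.40 over 12 genes) for smooth muscle, a difference of 0.85. By the rule set first, a limit of the SD of the epithelial genes, this went against a fixed mixture. Set later against its standard error of 0.41 over genes, which are not independent, the difference was 2.06 standard errors, so the test does not decide clearly. Xist followed the colon score (n = 6, Pearson r = 0.96, exact permutation p = 0.0125; Spearman coefficient = 1.0, exact permutation p = 0.0028), and without the 2 farthest samples r was 0.98. Genes of the Y chromosome followed the heart score (r = 0.91, exact permutation p = 0.0056; Spearman coefficient = 0.89, exact permutation p = 0.0333), and r was 0.84 without the 2 farthest samples. Of 3 such relations, all had an adjusted p under 0.05 (r: 0.0125, 0.0104 and 0.0104). These relations are consistent with colon RNA from a female and heart RNA from a male mouse, but the source was not measured. The paper states that female mice were used unless stated otherwise.

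The first principal component followed the colon score, but the colon list was written after this division was seen and its genes help to build the component, so the relation restates the division and is not a test of its source (r = 0.976, exact permutation p = 0.0069; Spearman coefficient = 1.0, exact permutation p = 0.0028; r = 0.999 without the 2 farthest samples). An exchange of cytarabine 1 and control 1 might give the same division. With the covariates, that exchanged split gave 479 genes at an unadjusted p under 0.05, against 574 for the real split and up to 1311 for another, but the covariates take out most of that division beforehand, so this count could not decide. The CD3 list, written before the data were examined, shifted by -0.15 in the exchanged split and by 0.65 in the real one.

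The MRTF-SRF list varied more within the groups than any of 1000 random lists matched on expression and drawn without tissue genes (sum of squares 2.51, median of random lists 0.02). The MRTF-SRF list itself holds smooth muscle genes, such as Myh11 and Cnn1, so its larger spread may follow from how the random lists were drawn. The colon and heart scores explained 95.9% of this variance, but 19% of the random lists had as large a share explained, so the test could not decide. All 12 MRTF-SRF targets with a log2 fold change of at least 1 were lower in cytarabine 1 than in control 1, as colon genes are, and so were 614 of all 700 genes with such a change. Of the 12 genes called higher on the immediate-early, IL2 and CD3 lists, 0 were lower in cytarabine 1 than in control 1, which the p needed for a call nearly fixes. Taken by a log2 fold change of at least 1 alone, as for the MRTF-SRF targets, 1 of 13 genes of these lists was lower. Tissue RNA may contribute to the rise of the MRTF-SRF targets.

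For the neutrophil markers the shift was -1.17 (adjusted p = 0.0020 from limma's camera), with 5 of 18 higher and overlapping groups. With the covariates it was 0.04. A different number of cells of one kind would change all markers by one factor. The SD of their log2 ratios to the control mean was 1.82 in cytarabine 1, against 1.17 in cytarabine 2 and 1.13 in cytarabine 3. In cytarabine 1, 9 of the 18 markers were above the control mean, and in cytarabine 2 and 3 it was 0 of 18. The argument against one factor thus rests on cytarabine 1, and fewer such cells were not ruled out for cytarabine 2 and 3. In cytarabine 1 Elane was at 81.7 FPKM and Retnlg at 12.4 FPKM, against 8.54 and 48.3 FPKM in control 1. The shift of the trafficking list was -0.13 without its 3 neutrophil markers, against -0.23 with them. These 3 genes thus did not account for all of it. Only genes also on the neutrophil list were left out, so this could not decide whether other neutrophil transcripts made up the rest.

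Other splits of the 6 samples gave results as large as the real one for most measures. Among the 4 splits that part the same-numbered libraries, all 4 gave at least as many genes with an adjusted p under 0.05, since the real split gave 0 (2038 had an unadjusted p under 0.05). For genes at an unadjusted p under 0.05, 2 of the 4 were as large, and for called genes 3 of the 4. The split that follows the colon transcripts gave 1460 genes with an adjusted p under 0.05. A shift as large was given by 3 of the 4 splits for the MRTF-SRF list, where the colon split gave 0.98, by 2 for the immediate-early genes, 4 for cellular movement, 2 for immune cell trafficking and 2 for the neutrophil markers. For the IL2 and CD3 lists 1 split did, the real one. The other 6 splits do not part all same-numbered libraries, and over all 10 the numbers were 8 for MRTF-SRF, 2 for the immediate-early genes, 1 for IL2 and 1 for CD3. The colon split was as large as the real one for the gene counts and for the MRTF-SRF, movement, trafficking and neutrophil lists, and for the gene counts the colon division and the treatment cannot be told apart. Within its sides, each comparison had a single library in one group. The colon score also stayed higher with cytarabine, at 3.14 in cytarabine 1 against 0.89 and 0.74 in control 2 and 3. On the other side it was 6.46 and 6.70 in cytarabine 2 and 3 against 5.40 in control 1. The mean differed by -0.03 and -0.32 for the MRTF-SRF list and by 0.41 and -1.60 for the neutrophil markers. The heart score was lower in cytarabine 1 (0.26) than in control 2 and 3 (2.87 and 1.11). It was also lower in cytarabine 2 and 3 (0.47 and 3.10) than in control 1 (4.38). Muscle-type targets followed the heart transcripts, so these differences could not decide whether the MRTF-SRF list rose within the sides.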
